A study of Mus musculus with 32 samples.

How the data were processed

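Messenger RNA was measured by sequencing in 32 libraries, each from the whole brain of a mouse embryo or newborn. The brains were wild type (WT) or lacked a working Dhcr7 gene (KO) and were collected at embryonic day 12.5, 14.5 or 16.5 (E12.5, E14.5, E16.5) or on the day of birth (PND0). Each of the 8 groups held 4 libraries. Per the labels, the animals were of strain C57BL/6J, RNA was enriched for polyadenylated transcripts, and paired reads were sequenced on an Illumina instrument. The labels do not state the aligner, the counting program, the genome build, the annotation, the litter or the sex of a brain, or the date on which a library was made.

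The authors deposited 1 table per stage with raw counts per gene symbol, not normalized, for 55291 symbols and 8 libraries. The values are whole numbers, and the totals differ between libraries. Total counts ran from 13.87 to 28.32 M per library. A count of 0 in a library allows up to 3 counts, which came to between 0.106 and 0.231 CPM (counts scaled to the library's total) by library. Such limits cover counting error only, since the reads carried no molecular identifiers. No 2 libraries of a group were copies: over the 48 pairs within groups, the chi-square of the counts per degree of freedom, over genes with at least 20 counts in the pair, ran from 2.899 to 114.7.

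Genes were placed on the mouse genome (build GRCm38) with the GENCODE M21 annotation. Of the symbols, 53292 matched by name, 406 matched through a RefSeq synonym and 1593 did not match. Symbols that matched more than 1 locus, 114 in number, got no position. Transcript length is that of the longest annotated transcript, in nucleotides.

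Each genotype comparison was fitted on the 8 libraries of its stage with edgeR 4.0.16 in R 4.3.3, using TMM scaling, filterByExpr (minimum count 10, minimum total 15), a robust quasi-likelihood fit and its F test. The threshold was a Benjamini-Hochberg adjusted p under 0.05 over the genes tested in that comparison. The 3 consecutive stage steps in WT were fitted the same way. A fit of all 32 libraries with 8 group means tested whether the KO effect changed with stage, as an F test of 3 contrasts. These 8 fits were adjusted separately and not across each other. Log2 fold changes are KO minus WT or later minus earlier stage. The standard error (SE) of a log2 fold change is its size divided by the square root of F. CPM values use library totals scaled by TMM within a stage, and log2 CPM uses a prior count of 2.

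Gene lists were written before the data were examined, as were the comparisons, the tests, the rule for naming genes and most alternatives. The 17 functional lists held 302 entries and the 13 lists of tissues and brain regions, used to check sample composition, held 158, of which 157 are in the tables. The cholesterol synthesis list had 20 genes and left out Dhcr7. Lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over the 68 tests of functional lists or the 51 tests that could be run of composition lists. The hindbrain and spinal cord list had too few tested genes at PND0 for camera. Each list was also tested with fry and with camera at an estimated correlation.

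The named genes are Dhcr7 in each comparison and, for each genotype comparison and each WT step, the 3 genes higher and the 3 lower with the largest change. For these the gene had to be past the threshold, have a mean of at least 1 CPM and have every library of a group above every library of the other. Further named genes are those past the threshold in one direction at 3 or more stages (at most 10), the 5 with the smallest interaction p at a mean of at least 1 CPM, members of the cholesterol synthesis list past the threshold or with the smallest p, and the member with the smallest p of each other list past the threshold. Sex genes and composition markers served as checks of the libraries.

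Recurrence between stages was set against 10000 shuffles of the calls among the genes tested at all 4 stages. Calls near Dhcr7 were counted within 10 Mb of the gene and compared with the rest of the genome by Fisher's exact test, two-sided. The KO effect was correlated across genes with the WT change between neighbouring stages and set beside 20 simulations without a KO effect. It was also computed with the WT libraries divided 2 and 2 between the 2 sides, over the 6 divisions. Other splits of the libraries were counted for every fit: 35 for 4 against 4, and 100 draws of genotype within stage for the interaction.

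Alternatives were RLE size factors, no filter on low counts, DESeq2 1.42.0 with its own filtering, and each library left out in turn. Others were a replicate block, all 32 libraries in 1 fit, and a sex-gene covariate. This covariate was the mean log2 CPM of the Y genes Ddx3y, Eif2s3y, Kdm5d and Uty minus that of Xist. Chosen after seeing the data were a maturity covariate (500 genes rising and 500 falling from E12.5 to E14.5 in WT), a covariate from the ribosomal RNA gene CT010467.1, offsets for transcript length or GC content (lowess span 0.3), stage weights in limma voom, and interaction tests on pairs of stages. The methods were tested on simulated data with the libraries' own depths and spreads, in which 200 genes had a true log2 change of 1. The edgeR fit recovered between 56.5% (E12.5) and 82% (E14.5) of them in the genotype comparisons and 57.5% in the interaction, with 6 to 15 false calls. DESeq2 recovered 69%, 81.5%, 77.5% and 75.5% in the genotype comparisons in stage order. It made 42, 12, 25 and 32 false calls there, against 6, 13, 15 and 11 in edgeR. No deposited column was left out. Some genes that the rules for naming select are not reported here by name, though they are included in all counts and list tests.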

Results

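Whole-brain transcript levels were compared between WT and Dhcr7-KO mice at 4 stages, with 4 libraries per genotype and stage. Dhcr7 encodes the enzyme of the last step of cholesterol synthesis, and its loss is a model of Smith-Lemli-Opitz syndrome. The total counts were 15.54 to 27.41 M in WT and 13.87 to 16.63 M in KO libraries at E12.5. They were 21.9 to 28.32 M in WT and 17.27 to 25.19 M in KO at E14.5, and 14.9 to 16.58 M in WT and 13.96 to 17.88 M in KO at E16.5. At PND0 they were 16.57 to 20.57 M in WT and 16.22 to 20.74 M in KO. Libraries had counts for 24445 to 27177 genes. The ribosomal RNA gene CT010467.1 took 5.64% of the counts in E12.5 KO replicate 1 and 3.75% in E16.5 WT replicate 1, against at most 2.79% in the other libraries.

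The labels give no sex. Ddx3y, a gene of the Y chromosome, was above 1 CPM in 1 WT and 2 KO libraries at E12.5, 3 and 3 at E14.5, 2 and 1 at E16.5, and 2 and 2 at PND0. Xist was at or above 620.8 CPM in the other libraries and at or below 5.616 CPM in these. At E16.5, 3 of the 4 KO libraries therefore had the expression pattern of females, against 2 of the 4 WT libraries.

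The first comparison asked whether the targeted transcript was lower in KO libraries. Dhcr7 (ENSMUSG00000058454.15) lies on chromosome 7 from 143823145 to 143848410 on the plus strand. At E12.5 it measured 68.6 ± 3.79 CPM in WT and 22.0 ± 4.58 CPM in KO (SD, n = 4 each), which is 32.1% of WT. At E14.5 it measured 69.6 ± 0.761 CPM in WT and 13.2 ± 1.09 CPM in KO, 18.9% of WT. At E16.5 the values were 65.1 ± 3.32 and 17.6 ± 0.807 CPM, 27.1% of WT. At PND0 they were 86.0 ± 18.4 and 13.9 ± 1.85 CPM, 16.1% of WT. The log2 fold changes were -1.64, -2.40, -1.88 and -2.63 in stage order, with SE 0.146, 0.0624, 0.0669 and 0.162 and adjusted p 0.00824, 6.91e-29, 1.37e-09 and 5.6e-06. Every KO library was below every WT library of its stage. At E12.5 the adjusted p was 0.0625 without KO replicate 2 and 0.0558 without KO replicate 4. In WT the PND0 libraries ranged from 58.6 to 98.2 CPM, with replicate 4 lowest.

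**Figure D1:**
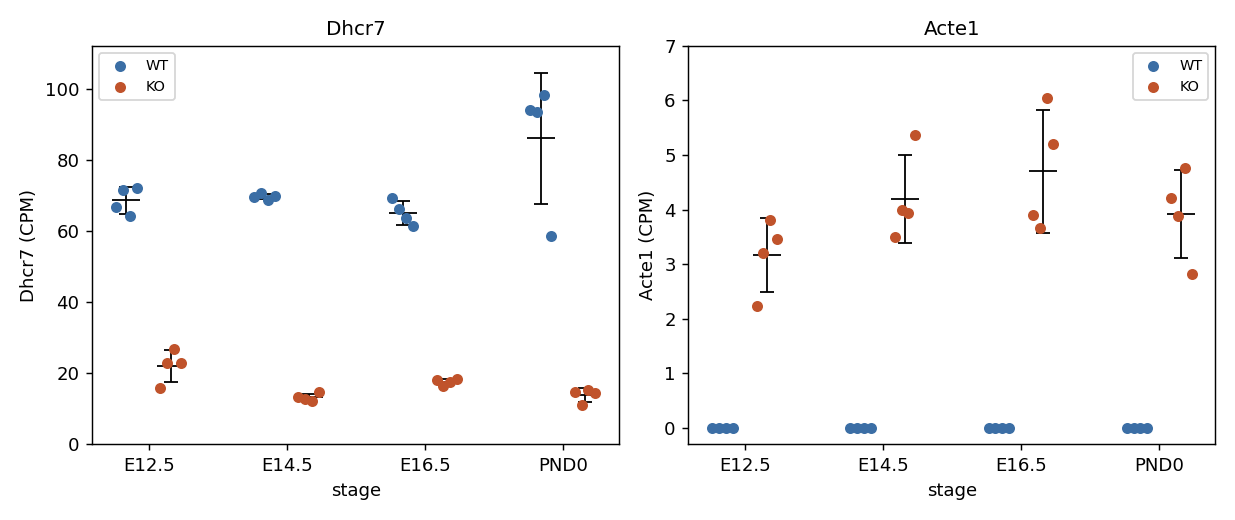
Dhcr7 (left) and Acte1 (right) in CPM by stage; points are single libraries, WT in blue and KO in orange, and bars give the mean and SD of 4 libraries. Dhcr7 stays at or below 26.8 CPM in every KO library, and Acte1 is at 0 in all 16 WT libraries.

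Acte1, annotated as Gm498 in GENCODE M21 (ENSMUSG00000031085.16, chromosome 7, 143866838 to 143900046, plus strand), starts 18428 bp after the end of Dhcr7. It had 0 counts in all 16 WT libraries. The KO libraries had 29 to 63 counts at E12.5, 67 to 103 at E14.5, 51 to 93 at E16.5 and 50 to 89 at PND0. Mean KO levels were 3.18 ± 0.679, 4.2 ± 0.811, 4.70 ± 1.13 and 3.92 ± 0.814 CPM (SD, n = 4). Against a floor of 3 counts over the 4 WT libraries of a stage, Acte1 was at least 81.1-fold, 135-fold, 97.9-fold and 96.7-fold higher in KO, with adjusted p 0.0122, 5.1e-15, 3.44e-05 and 8.38e-05. At E12.5 its adjusted p was 0.0932, 0.0923 and 0.0865 without KO replicate 2, 3 and 4, and 0.0615 with the sex-gene covariate.

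At E12.5, 3 of 16948 tested genes passed the threshold, 1 higher and 2 lower in KO, and 796 had an unadjusted p under 0.05. The alternative that moved this count most was a fit of all 32 libraries, with 52 genes, and DESeq2 gave 30. The count was 1 without KO replicate 2, 1 without KO replicate 4 and 5 without WT replicate 3. The 3 genes were Dhcr7, Acte1 and Abcg1. Abcg1 (ENSMUSG00000024030.7, chromosome 17, 31057675 to 31117988, plus strand) encodes a sterol exporter and measured 22.7 ± 0.482 CPM in WT and 7.50 ± 0.642 CPM in KO. Its log2 fold change was -1.59 (SE 0.104, adjusted p 0.000913). The biological coefficient of variation was 19.9% at E12.5, 6.25% at E14.5, 9.99% at E16.5 and 16.6% at PND0.

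At E14.5, 94 of 17837 tested genes passed the threshold, 39 higher and 55 lower in KO, and 1557 had an unadjusted p under 0.05. The count was 4 in the fit of all 32 libraries, 155 without WT replicate 2, 52 without WT replicate 4 (29 higher and 23 lower) and 57 without KO replicate 1 (32 higher and 25 lower). Of the calls, 96.8% were under 2-fold. Of the genes with a mean of at least 1 CPM and Dhcr7 left out, 4.91% had non-overlapping groups, against 2.86% by chance, and 89 of the calls were among them. Beside Acte1, the largest separated increases were 9030025P20Rik, from 2.97 ± 0.619 to 5.33 ± 0.788 CPM (log2 fold change 0.83, SE 0.173, adjusted p 0.00706), and Idi1, from 40.8 ± 3.37 to 58.4 ± 3.12 CPM (0.52, SE 0.0564, adjusted p 3.73e-08). 9030025P20Rik lies on chromosome 17 from 14978468 to 14991572 and Idi1 on chromosome 13 from 8885501 to 8892451. Without WT replicate 3, WT replicate 4 or KO replicate 1, the adjusted p of 9030025P20Rik was 0.0519, 0.0551 and 0.0731. With Dhcr7 left out, the largest separated decreases were Abcg1 (31.9 ± 1.81 to 10.1 ± 0.92 CPM, log2 fold change -1.65, adjusted p 1.97e-18), Shc3 (13.9 ± 1.65 to 7.71 ± 0.793 CPM, -0.85, adjusted p 2.38e-06) and Zfp169 (12.3 ± 1.77 to 7.25 ± 0.879 CPM, -0.77, adjusted p 7.13e-05). Shc3 spans 51431041 to 51569419 and Zfp169 spans 48487647 to 48513451 on chromosome 13.

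At E16.5, 8 of 17328 tested genes passed the threshold, 5 higher and 3 lower in KO, and 2001 had an unadjusted p under 0.05. Without a filter on low counts 233 genes passed, and DESeq2 called 150 among the 6382 genes that its filtering kept. The count was 14 without WT replicate 2, 4 without WT replicate 3, 5 without WT replicate 4, 4 without KO replicate 1, 4 without KO replicate 2 and 3 without KO replicate 3. Dhcr7, Acte1, Abcg1, Abca1, Mvd and Sqle were among them. Mvd (chromosome 8, 122433601 to 122443422) rose from 42.1 ± 4.65 to 59.8 ± 3.39 CPM (log2 fold change 0.51, SE 0.0784, adjusted p 0.034). Abcg1 fell from 21.6 ± 0.73 to 9.57 ± 1.35 CPM (log2 fold change -1.17, SE 0.106, adjusted p 0.000149). Abca1 (chromosome 4, 53030787 to 53159895), another sterol exporter, fell from 80.5 ± 10.5 to 50.7 ± 4.82 CPM (-0.67, SE 0.0944, adjusted p 0.034). Leaving out single libraries took the adjusted p of Abca1 up to 0.215 (KO replicate 1), that of Mvd to 0.227 (KO replicate 1) and that of Sqle to 0.215 (KO replicate 1). With the sex-gene covariate Abca1, Mvd and Sqle were no longer past the threshold (adjusted p 0.119, 0.119 and 0.112).

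At PND0, 250 of 17420 tested genes passed the threshold, 70 higher and 180 lower in KO, and 3130 had an unadjusted p under 0.05. The count was 35 without WT replicate 3, 38 without KO replicate 1, 62 without WT replicate 1 and 95 without KO replicate 2. DESeq2 called 921 genes, of which 243 were shared, and the fit of all 32 libraries called 1205. The calls followed transcript length: the median length was 3181 nt over all tested genes with a length, 2209 nt over the higher calls and 7057 nt over the lower calls. Across genes, the log2 fold change had a Spearman correlation of -0.339 with length, where genes are not independent replicates. With offsets for length, 46 genes passed, 17 higher and 29 lower, and 43 of them were among the 250. With the ribosomal RNA covariate, 2 genes passed, Dhcr7 and Acte1. Among genes of at least 1 CPM, 12.3% had non-overlapping groups, against 2.86% by chance, 2.63% at E12.5 and 6.75% at E16.5.

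**Figure D2:**
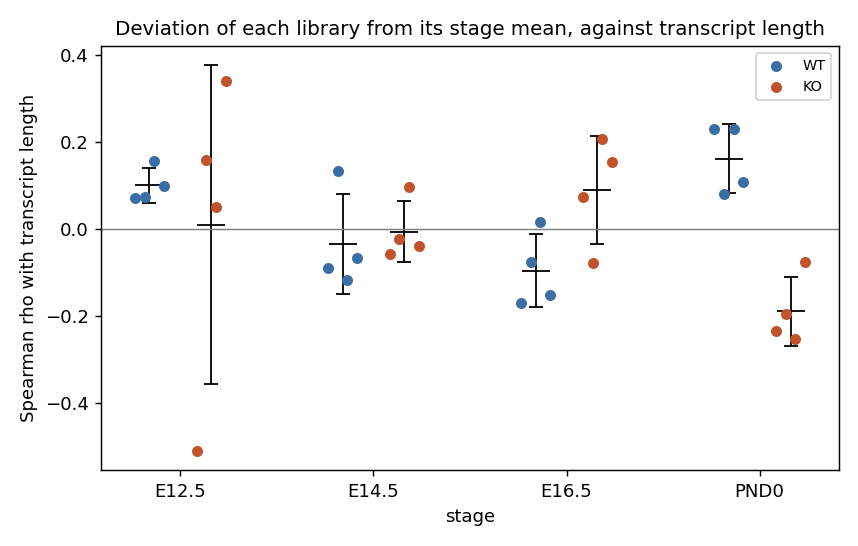
Spearman correlation, across genes, of each library's log2 deviation from the mean of its stage's 8 libraries with transcript length; points are single libraries, WT in blue and KO in orange, and bars give the mean and SD of 4. At PND0 the WT libraries lie between 0.0796 and 0.229 and the KO libraries between -0.253 and -0.0753.

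Beside Acte1, the largest separated increases at PND0 were Mmp9 (chromosome 2, 164940780 to 164955850), from 12.8 ± 1.2 to 24.3 ± 5.78 CPM (log2 fold change 0.92, SE 0.161, adjusted p 0.0155), and Gm15387 (chromosome 15, 74093686 to 74094333), from 4.54 ± 0.851 to 8.47 ± 0.303 CPM (0.90, SE 0.184, adjusted p 0.027). With Dhcr7 left out, the largest separated decreases were Slc6a5 (chromosome 7, 49910146 to 49963856), from 3.18 ± 2.1 to 0.358 ± 0.114 CPM (log2 fold change -3.14, SE 0.52, adjusted p 0.012), Gm37608 (chromosome 7, 79516882 to 79518761), from 2.20 ± 1.42 to 0.383 ± 0.193 CPM (-2.53, adjusted p 0.031), and Gm49163 (chromosome 17, 23765261 to 23767118), from 2.80 ± 0.535 to 0.763 ± 0.477 CPM (-1.86, adjusted p 0.0431). With length offsets Mmp9 and Slc6a5 stayed past the threshold (adjusted p 0.0282 and 0.0226), while Gm15387, Gm37608 and Gm49163 did not (0.0857, 0.0581 and 0.0719). Without WT replicate 3 the adjusted p was 0.055 for Mmp9, 0.107 for Gm15387, 0.054 for Slc6a5, 0.145 for Gm37608 and 0.152 for Gm49163. Without KO replicate 1 it was 0.0782 for Gm15387, 0.0558 for Slc6a5, 0.099 for Gm37608 and 0.0765 for Gm49163. Gm49163 fell short whichever library was left out (0.0511 to 0.152), and with the sex-gene covariate (0.0536). Gm37608 also fell short without WT replicate 4, KO replicate 2 and KO replicate 3 (0.0605, 0.0534 and 0.0554). Gm15387 did so without WT replicate 1 and KO replicate 2 (0.0912 and 0.08), and Slc6a5 in the fit of all 32 libraries (0.0787). The genes of the hindbrain and spinal cord list were also lower in KO at PND0, with 140 counts in WT and 1 in KO over 4 libraries each.

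Genes that recurred between stages show which KO differences do not belong to a single stage. Over the 4 comparisons, 22 genes passed the threshold at 2 or more stages in one direction, 11 higher and 11 lower, and 0 genes passed in opposite directions. Shuffled calls gave 0.92 such genes on average and at most 5, for a permutation p of 1e-04, the smallest that 10000 shuffles can give. The shuffles took every tested gene as equally likely to be called. Lower calls had a median length of 7351 nt at E14.5 and 7057 nt at PND0, against 3121 and 3181 nt over tested genes. Most genes called at only 2 stages were called at these 2. The shuffles therefore do not exclude overlap that follows transcript length. Without a filter on low counts 78 genes recurred. Dhcr7, Acte1 and Abcg1 passed at 4 stages, and Abca1 and Mvd at 3. Abca1 had log2 fold changes of -1.04, -0.52, -0.67 and -1.03 in stage order, with adjusted p 0.528, 1.82e-06, 0.034 and 0.00297. Mvd had log2 fold changes of 0.46, 0.30, 0.51 and 0.79, with adjusted p 0.875, 0.00629, 0.034 and 0.0111. Mvd fell short of the threshold without E14.5 WT replicate 1 (0.0541) and without PND0 KO replicate 1 (0.0507). At E16.5 Mvd fell short without WT replicates 3 and 4 and KO replicates 1, 2 and 3 (0.0899 to 0.227), and Abca1 without any single library except WT replicate 1 (0.0503 to 0.215). Of the 22 genes, 5 are in the cholesterol synthesis list, 2 in the list of other SREBP-2 targets and 3 in the list of LXR targets.

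The cholesterol synthesis list asked whether the genes of the other enzymes of the pathway changed. Its median log2 fold change was 0.48 at E12.5, 0.34 at E14.5, 0.25 at E16.5 and 0.36 at PND0, with camera adjusted p 3.93e-46, 1.8e-82, 7.14e-25 and 7.09e-12. The members higher in KO numbered 20, 20, 19 and 20 of 20, and the list's median lay on the higher side in 4 of 4 KO libraries at each stage. Under fry the adjusted p was 0.00502, 0.000258, 0.00415 and 0.0968, and at an estimated correlation it was 0.0157, 0.00094, 0.0269 and 0.275, so that PND0 did not hold under either. Without WT replicate 4 the PND0 median was 0.25. In the edgeR fits by stage, the members past the threshold numbered 0, 14, 3 and 4 over all genes tested. Adjusted over the list alone they numbered 16, 17, 16 and 9. At E12.5, Hmgcs1 did pass under DESeq2 (adjusted p 1.43e-06) and in the fit of all 32 libraries (0.000134), where Mvd passed too (0.0378). The latter fit left Hmgcs1 short of the threshold at E14.5 (0.401). In the fits by stage, Hmgcs1 had the smallest p at E12.5 (356 ± 36.8 to 611 ± 65.6 CPM, log2 fold change 0.78, SE 0.114, adjusted p 0.264). It also did at E14.5 (405 ± 5.57 to 564 ± 28.9 CPM, 0.48, SE 0.0318, adjusted p 2.72e-14). Other members past the threshold at E14.5 included Acat2, Mvd, Idi1, Fdft1, Sqle, Lss, Cyp51, Msmo1, Nsdhl, Hsd17b7 and Sc5d, with log2 fold changes from 0.24 (Sc5d) to 0.52 (Idi1). At E16.5, Sqle had the smallest p (165.2 ± 9.16 to 208.8 ± 4.87 CPM, 0.34, adjusted p 0.034), and Mvd also passed. At PND0, Mvd had the smallest p (43.8 ± 8.81 to 75.9 ± 6.06 CPM, 0.79, SE 0.128, adjusted p 0.0111), and Acat2, Tm7sf2 and Nsdhl passed. With length offsets only Mvd of these 4 stayed past the threshold, at 0.0316. Acat2 fell short of the threshold in each fit that left out 1 library except that without KO replicate 3.

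**Figure D3:**
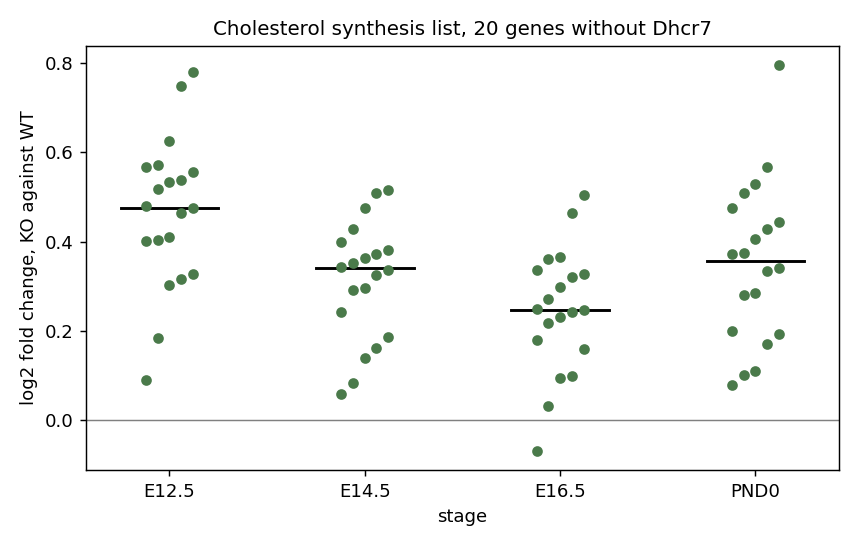
Log2 fold change of KO against WT (vertical axis) for each of the 20 genes of the cholesterol synthesis list by stage; points are genes and lines are the medians, at 0.48, 0.34, 0.25 and 0.36. The gene below 0 is Ebp at E16.5, at -0.07.

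Of the 68 tests of functional lists, 24 passed under camera, 14 higher and 10 lower in KO. Of these, 11 held under fry and 8 at an estimated correlation. Lists of other SREBP-2 targets and of LXR targets, both genes under sterol control, were past the threshold at each stage. The median log2 fold change of the other SREBP-2 targets was 0.21, 0.07, 0.17 and 0.19, and that of the LXR targets was -0.15, -0.12, -0.02 and -0.27. Of the members, 9, 6, 8 and 7 of 9 other SREBP-2 targets and 5, 2, 4 and 4 of 10 LXR targets were higher in KO, and at E16.5 the LXR median lay on the lower side in 3 of 4 KO libraries. Under fry the other SREBP-2 targets held at E14.5, E16.5 and PND0 and the LXR targets at each stage. At an estimated correlation the former held at E14.5 and E16.5 and the latter at E12.5, E14.5 and PND0. Insig1 led the other SREBP-2 targets at E12.5 (log2 fold change 0.56), E14.5 (0.42) and PND0 (0.61). Abcg1 led the LXR targets at each stage, and at PND0 it measured 35.0 ± 6.2 CPM in WT and 13.5 ± 1.23 CPM in KO (log2 fold change -1.38, adjusted p 0.000285).

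Other functional lists were past camera's threshold at some stages only. At E12.5 these were the neurogenic list (0.31, led by Dll3), the neuron list (0.15, Gap43), the neural progenitor list (0.14, Fabp7), the synaptic receptor list (0.12, Nlgn3) and the axon guidance list (-0.09, Epha7). At E14.5 they were the cell cycle list (-0.10, Top2a), the neural progenitor list (-0.06, Hes1), the neurogenic list (-0.08, Dll3) and the synaptic receptor list (0.04, Nlgn3). At E16.5 they were the cell cycle list (-0.22, Pcna) and the axon guidance list (0.05, Epha8), and at PND0 the Hedgehog target list (-0.22). Of these 12 only axon guidance at E16.5 held under fry (adjusted p 0.0161), and 0 held at an estimated correlation. In the reported edgeR fits, single members past the threshold were absent from them except for Ptch1 at PND0. Ptch1 fell from 66.4 ± 7.2 to 36.5 ± 5.17 CPM (log2 fold change -0.86, SE 0.112, adjusted p 0.00248, and 0.0161 with length offsets). Some alternatives called further members. At E14.5, Dll3 and Top2a passed under DESeq2 (adjusted p 0.0441 and 0.0476) and with length offsets (0.0397 and 0.043). Without a filter on low counts, Dll3, Top2a and Hes1 passed at E14.5 (0.000102, 0.0482 and 0.033). Pcna and Epha8 did so at E16.5 (0.005 and 0.0379). The other functional lists, for Wnt targets, NRF2 targets, astrocytes, oligodendrocyte lineage, hypoxia and glycolysis, immediate early genes and the unfolded protein response, were past the threshold at 0 stages.

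Tissue and region lists were tested to see how alike the samples were in composition. Of 51 tests, 12 passed under camera, 6 higher and 6 lower, and 0 under fry or at an estimated correlation. At E12.5 KO was lower in the lists for muscle (median log2 fold change -1.54), epidermis (-1.42), erythroid cells (-0.92), cartilage and bone (-0.88) and meninges and mesenchyme (-0.49), and higher in those for cerebellum (0.46) and telencephalon (0.17). At E14.5 the lists for meninges and mesenchyme (0.11) and for endothelium and pericytes (0.09) were higher. The erythroid list was lower in KO at E16.5 (-0.75) and higher at PND0 (1.89, in 3 of 4 KO libraries), where the telencephalon list was higher too (0.24). The most abundant erythroid gene in WT was Hbb-y at E12.5, at 2809 CPM, and Hbb-bs at PND0, at 102 CPM. The choroid plexus, microglia and macrophage, pituitary, retina and lens, and hindbrain and spinal cord lists were past the threshold at 0 stages.

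Calls near Dhcr7 were counted because a targeted allele can carry a flanking segment of another strain. Among tested genes within 10 Mb, 1 passed at E12.5, 2 of 126 at E14.5, 1 of 123 at E16.5 and 1 of 121 at PND0. Acte1 was a call in every case, and Dusp8 was the second call at E14.5. Fisher's exact p was 0.0148, 0.142, 0.0491 and 1, and 0.0592, 0.189, 0.0982 and 1 after adjustment over the 4 stages. Nadsyn1, the neighbour of Dhcr7 on its other side, had log2 fold changes of 0.11, 0.18, -0.07 and 0.08 with adjusted p of 0.683 or more.

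The interaction asked which KO effects changed with stage. It passed for 5 genes, with 346 under DESeq2 and 797 without E12.5 KO replicate 1. The 5 genes were Gm16853, Gm9800, Dhcr7, Hmgn5 and Syn3, with adjusted p 0.0349, 0.0349, 0.0349, 0.0356 and 0.046. Gm16853, at a mean of 0.848 CPM, falls below the naming rule and was chosen after its values were seen. In the fit of all 32 libraries, the log2 KO effect on Syn3 was 0.12, -0.06, 0.41 and -1.71 in stage order, and that on Gm9800 was -0.04, -0.00163, -0.11 and 0.67. The effect on Hmgn5 was 0.10, 0.00607, -0.40 and 0.44, and that on Gm16853 was 0.25, 0.12, -0.28 and -2.53. Uhrf1bp1, the next gene of at least 1 CPM, had an adjusted p of 0.0654. At PND0 alone, Syn3 fell from 34.6 ± 13.3 to 10.6 ± 2.0 CPM (adjusted p 0.00765), and Gm9800 rose from 30.3 ± 4.43 to 48.2 ± 5.94 CPM (adjusted p 0.0182, and 0.0733 with length offsets). Leaving out PND0 WT replicate 3 put the interaction's adjusted p at 0.161 for Gm9800, 0.149 for Dhcr7, 0.149 for Hmgn5, 0.176 for Syn3 and 0.149 for Gm16853.

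The 3 WT steps give the size of normal change between stages. From E12.5 to E14.5, 10375 of 17942 tested genes passed, 4897 higher and 5478 lower. From E14.5 to E16.5, 10162 of 17674 passed, 5182 higher and 4980 lower, and from E16.5 to PND0, 9282 of 17438 passed, 4531 higher and 4751 lower. Requiring a log2 change of at least 1 as well left 2762, 1964 and 2385 genes. Of these, 1308, 1304 and 1142 were higher and 1454, 660 and 1243 lower. Stage and any library batch cannot be told apart here, and many genes alternated: of 4577 genes past the threshold in all 3 steps, 2784 changed direction at each step and 1540 kept a single direction. Between neighbouring stages Dhcr7 changed by 0.03, -0.14 and 0.48 on the log2 scale, with adjusted p 0.647, 0.0308 and 0.0101. The change from E14.5 to E16.5 did not hold without E16.5 WT replicate 4 (0.102), E16.5 WT replicate 3 (0.0654), E14.5 WT replicate 2 (0.057) or E14.5 WT replicate 4 (0.059).

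The named genes of the steps were mostly near the detection floor in the lower group. From E12.5 to E14.5 the rises were 6330415B21Rik (0 to 2.45 CPM, at least 62.5-fold over 3 counts in 4 libraries), C130089K02Rik (0.0364 to 2.09 CPM) and Gm48700 (0.0667 to 2.53 CPM). The falls were Pax9 (7.25 ± 9.27 to 0 CPM, at least 233-fold, or 86.5-fold without E12.5 WT replicate 1, which had 20.9 CPM), Krt5 (33.3 ± 27.4 to 0.0423 CPM, from 21.8 CPM without E12.5 WT replicate 1) and Gm37527 (2.36 to 0 CPM, at least 76-fold). Without a filter on low counts the adjusted p of Pax9 was 0.105. From E14.5 to E16.5 the rises were Myoz1 (0.0199 to 2.14 CPM), Gm13532 (0.0217 to 2.01 CPM) and Myh4 (0.0657 to 3.28 CPM), and the falls were the embryonic globin genes Hbb-y (340 ± 68.7 to 3.03 ± 2.7 CPM), Hba-x (46.0 ± 11.5 to 1.03 ± 0.9 CPM) and Hbb-bh1 (2.16 to 0.0923 CPM). From E16.5 to PND0 the rises were mt-Ts2 (0 to 2.52 CPM, at least 52.5-fold), mt-Tc (0.321 to 12.4 CPM) and 1700080N15Rik (0.0663 to 2.28 CPM), and the falls were Gm38394 (50.0 ± 9.06 to 1.11 ± 0.591 CPM), Myh4 (3.28 to 0.0797 CPM) and Rpl31-ps11 (2.61 to 0.0667 CPM).

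**Figure D4:**
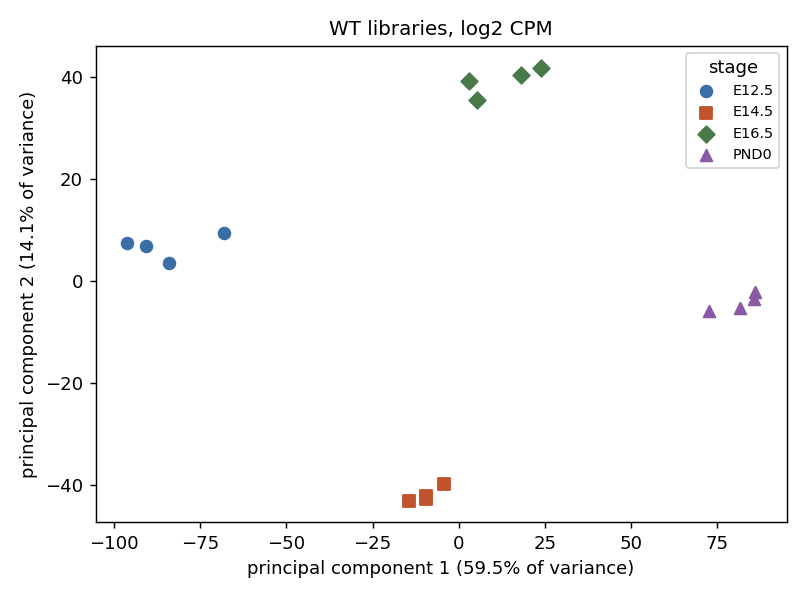
The 16 WT libraries on the first 2 principal components of log2 CPM, which hold 59.5% and 14.1% of the variance; each point is a library and symbols give the stage. The first component orders the stages, and the second parts E14.5, at -43.1 to -39.8, from E16.5, at 35.6 to 41.9.

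The KO effect was set against WT development to ask whether KO brains resembled an earlier or a later stage. Across genes, which are not independent replicates, the Pearson correlation of the KO effect with the WT change to the next stage was 0.465 at E12.5, 0.175 at E14.5 and 0.414 at E16.5, and Spearman correlations were 0.327, 0.19 and 0.492. At PND0 the correlation with the change from E16.5 was -0.326 (Spearman -0.318). Because WT libraries enter both sides, simulations without a KO effect gave 0.138, 0.139, 0.144 and -0.166 on average. With the WT libraries divided between the sides, the mean correlations were 0.296, 0.0369, 0.218 and -0.164. Single WT libraries set against the other 3 gave -0.433 to 0.514 at E12.5, where single KO libraries gave -0.0938 to 0.524. At E14.5 the ranges were -0.086 to 0.102 for WT and 0.0321 to 0.162 for KO, and at E16.5 -0.238 to 0.155 and 0.128 to 0.429. At PND0 the KO libraries gave -0.273 to -0.194 and the WT libraries -0.166 to 0.125. No value without a KO effect was computed for single KO libraries, so these ranges do not test, at any stage, whether the genotypes are apart.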

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

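The tests for library size, for a heterozygous brain, with stage weights, on pairs of stages, with length offsets and with the maturity covariate were chosen only after the results were seen. A library was singled out where its gap to the nearest library of its group was more of the group's range than Dixon's 95% limit for 4 libraries allows. Of the 32 tests of this kind, 5 singled out a library, where chance gives about 1.6.

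E12.5 WT replicate 4 had a total count of 27.41 M, against 15.54 to 17.02 M in the other WT libraries, and counts for 26810 genes, against 25324 to 25524. With the WT libraries of the stage thinned to the lowest total, it had counts for 25103 genes and the others for 25061 to 25490, so library size is a candidate explanation of the second value. Without this library the E12.5 comparison gave 3 genes, as with it, and the cholesterol list median was 0.51. E14.5 WT replicate 3 had counts for 26056 genes, against 26171 to 26192 in the other WT libraries, and the lowest WT total of that stage, 21.9 M. Without it the E14.5 comparison gave 79 genes. With the others thinned to its total they had counts for 25644 to 26115 genes, 25644 being the lowest, so library size may account for this value too. No biological explanation was tested for these depths.

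In PND0 WT replicate 4, Dhcr7 measured 58.56 CPM against 93.3 to 98.2 CPM in the other 3 WT libraries, and the mean log2 CPM of the cholesterol synthesis list was 5.742 against 6.18 to 6.27. KO tissue mixed into the library was argued against by Acte1, which had 0 counts in it and 50 to 89 in the KO libraries of the stage. A heterozygous brain stays open: Dhcr7 was at 61.6% of the mean of the other 3 libraries, and Acte1 would have counts in a heterozygote if the targeted allele or a linked segment raises it, but not if the missing enzyme does. No library of known heterozygous genotype was analysed here. Library size or a few genes taking most of the counts was argued against too: the scaling factor was 1.003, beside 0.9887 to 1.002 in the other 3. The fall of Dhcr7 lay at percentile 0.4 among the genes of nearest level, whose median difference was -0.02. For Dhcr7, lower expression of the whole cholesterol synthesis pathway in that brain remains a candidate explanation. The list, which leaves Dhcr7 out, differed by -0.439 from the lowest of the other 3 libraries, with 17 of its 20 members below each of them. For the list itself these values only restate what singled it out, and its cause stays open. Whether feeding, time of collection or the tissue taken differed for this newborn was not tested. The library also held 97 of the 140 WT counts of the hindbrain and spinal cord list at PND0, so the extent of tissue taken remains open. Without it, Dhcr7 had a log2 fold change of -2.775, the list median was 0.25 (camera adjusted p 5.18e-08) and 184 genes passed the threshold.

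The KO effect differed between stages, by the interaction test, for Dhcr7 (adjusted p 0.0349), Gm16853 (0.0349), Gm9800 (0.0349), Hmgn5 (0.0356) and Syn3 (0.046). Chance cannot be excluded for this count: 13 of 100 random assignments of genotype within stages, the real split included, gave 5 genes or more, and the largest other gave 656. Unequal spread between the stages in one shared fit is a candidate explanation: with stage weights 0 genes passed, and the adjusted p of the 5 genes ran from 0.183 to 0.375. With PND0 and E14.5 alone, 110 genes passed, 3 of the 5 among them, with adjusted p 0.0293 for Syn3, 0.0293 for Gm16853 and 0.0239 for Gm9800, but 0.604 for Dhcr7 and 0.113 for Hmgn5. E12.5 against E16.5 alone gave 0 genes. With the sex-gene covariate the adjusted p of Syn3 was 0.0596. Gm9800 is short, at 336 nt, and its PND0 difference was 0.67 and 0.52 on the log2 scale without and with length offsets, so the length trend at PND0 may be part of it. The labels give no batch, so a difference between stages in library preparation and a difference in biology cannot be told apart.

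The neurogenic list had a median log2 fold change of 0.31 at E12.5 and -0.08 at E14.5, with all 4 KO libraries on the list's side at each stage. The gap of 0.396 was not tested as a difference. Embryos of unequal maturity within E12.5 were weighed with the maturity covariate, under which the E12.5 median was 0.213 and stayed past camera's threshold (adjusted p 0.00365), which argues against maturity as the whole cause. The list was past the threshold under fry at neither stage (adjusted p 0.354 and 0.354) nor at an estimated correlation (0.385 and 0.433). Library composition at E12.5 and a difference between the genotypes remain open.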

How the results depend on the processing

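The covariates for maturity and ribosomal RNA, the length and GC offsets, the stage weights and the fits on pairs of stages were chosen after seeing the data. Over 27 results and 305 values under alternatives, 224 were classed as unchanged and 0 as reversed. Counts of genes or lists could not be classed as reversed, nor could list tests under fry or an estimated correlation, which keep the same median. The 0 therefore covers only fold changes, list medians of other fits and the correlations with development. Tests had to keep their side of the threshold, and counts had to stay within 1.5 times the reported count. Neither rule covers the correlations with development, which are also in this tally. At E16.5, for example, 0.547 against 0.414 was classed as moved. In the genotype comparisons Dhcr7 kept its direction in every fit and its call in all but those of E12.5 without KO replicate 2 (edgeR adjusted p 0.0625) or KO replicate 4 (0.0558). RLE size factors left each count within 1.5 times and changed 0 calls of named genes. Where a cause is not given below, the cause was not tested.

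Without a filter on low counts, 146 genes passed at E14.5, 233 at E16.5 and 1091 at PND0, with 92, 8 and 250 shared with the reported calls. The interaction gave 11 and recurrence 78. DESeq2 gave 30, 150 and 921 genes at E12.5, E16.5 and PND0, sharing 3, 5 and 243, as well as 346 for the interaction and 69 for recurrence. On simulated data DESeq2 made 42, 25 and 32 false calls at these stages, against 6, 15 and 11 in edgeR. Its filtering left adjusted p values for 23270, 6382 and 12726 genes at these stages, so that fewer genes were tested at E16.5 and PND0. For 11 values of named genes, including Abcg1 and Acte1 at E16.5, this filtering gave no adjusted p. In 1 fit of all 32 libraries, which shares the spread between stages, 52 genes passed at E12.5, 4 at E14.5, 3 at E16.5 and 1205 at PND0. The stages with little spread lost calls there and those with more spread gained them. The sex-gene covariate gave 4 genes at E16.5.

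At PND0 length offsets left 46 genes, 43 of them shared, and the ribosomal RNA covariate left 2. Offsets for GC content left 212 at PND0, and length or GC offsets kept the counts of the other stages within 1.5 times. The interaction gave 0 genes with stage weights, 0 with E16.5 against E12.5 alone and 110 with PND0 against E14.5 alone. A log2 change of at least 1 left 2762, 1964 and 2385 genes in the WT steps, by construction fewer.

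The cholesterol list at PND0, at a median of 0.36 throughout, was past the threshold under camera and not under fry (adjusted p 0.0968) or at an estimated correlation (0.275). Functional lists past the threshold numbered 11 under fry and 8 at an estimated correlation, and composition lists numbered 0 under fry. With the WT libraries divided between the sides, the correlation of the KO effect with development was 0.0369 at E14.5, 0.218 at E16.5 and -0.164 at PND0, since shared libraries no longer add to it. Over genes past the threshold in the WT step it was 0.547 at E16.5 and -0.411 at PND0. Windows of 5 and 20 Mb around Dhcr7 changed no call.

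Leaving out single libraries moved the counts from 1 (KO replicate 2 or KO replicate 4) to 5 (WT replicate 3) at E12.5, from 52 (WT replicate 4) to 155 (WT replicate 2) at E14.5 with 57 without KO replicate 1, and from 3 (KO replicate 3) to 14 (WT replicate 2) at E16.5. At E16.5 the count was 4, 5, 4 and 4 without WT replicate 3, WT replicate 4, KO replicate 1 and KO replicate 2. At PND0 it ran from 35 (WT replicate 3) to 263 (WT replicate 2), with 38, 62 and 95 without KO replicate 1, WT replicate 1 and KO replicate 2. Dhcr7 at E12.5 ran from -1.74 to -1.52. The cholesterol list stayed past camera's threshold in all 32 such fits.

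The interaction count ran from 0 to 797 over these fits. It was 797 without E12.5 KO replicate 1, 36 without E12.5 WT replicate 3, 17 without PND0 WT replicate 2, 11 without E12.5 KO replicate 4 and 11 without E16.5 WT replicate 2. It was 3 without E12.5 KO replicate 2, PND0 WT replicate 1 or PND0 KO replicate 3, 2 without E14.5 KO replicate 4 or E16.5 KO replicate 3, and 1 without E14.5 KO replicate 1 or 2. It was 0 without E12.5 WT replicate 2, E12.5 WT replicate 4, E12.5 KO replicate 3, E14.5 WT replicate 4, E14.5 KO replicate 3, E16.5 WT replicate 3, E16.5 WT replicate 4, E16.5 KO replicate 1, E16.5 KO replicate 2, PND0 WT replicate 3, PND0 KO replicate 1 or PND0 KO replicate 4.

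Same-numbered WT and KO libraries were checked for pairing: of 16 pairs, 4 had deviations correlated above 0.1, over a range of -0.177 to 0.378. At E12.5, pairs 1 and 3 had 0.358 and 0.378, and pairs 2 and 4 had -0.147 and -0.177. With a replicate block the E12.5 coefficient of variation was 17.2%, against 19.9% without it. The labels give no litter, and such correlations cannot exclude a shared one, so pairing stays open. A replicate block gave 6 genes at E12.5, 5 at E16.5 and 0 for the interaction. With it, calls within 10 Mb of Dhcr7 numbered 1, 5 and 1 at E12.5, E14.5 and E16.5, with Fisher's exact adjusted p 0.0489, 0.0096 and 0.0489, past the threshold.

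Among named genes, those past the threshold kept their call in 504 of 672 fits without a library, 67 of 69 values without a filter, 55 of 55 in DESeq2, 42 of 49 with the sex-gene covariate, 37 of 44 with length offsets, 19 of 44 in the fit of all 32 libraries, 3 of 16 with the ribosomal RNA covariate and 0 of 5 with stage weights. Of those not past it, 9 of 256 values passed in fits without a library, 7 of 29 without a filter, 6 of 26 in DESeq2, 5 of 27 in the fit of all 32 libraries, 2 of 27 with length offsets and 1 of 28 with the sex-gene covariate. With the replicate block, 59 of 69 calls were kept, and 1 of 29 values not past the threshold passed it. Depth limits what can be said of genes at low levels, since a count of 0 allows up to 0.231 CPM in a library.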

Other observations

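The tests for reads shared with other actins, a segment near Dhcr7, library size at PND0, spread at E12.5, processed pseudogenes and hindbrain tissue were chosen only after the results were seen, as were the maturity covariate, the ribosomal RNA covariate and the length and GC offsets.

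Other splits of the same libraries were fitted for each comparison. For PND0, 1 of 35 splits, the real one, gave 250 genes or more, and the largest other split gave 12, so chance can be excluded at a share under 0.05. The same holds for the 3 WT steps, each with 1 of 35 splits. For E12.5, 2 of 35 splits gave as many genes, for E14.5 2 of 35, and for E16.5 3 of 35, so the number of genes alone does not exclude chance at these stages. Other values argue against chance for calls among them. Dhcr7, Acte1 and Abcg1, the 3 genes of E12.5, passed at all 4 stages, and 22 genes recurred between stages against at most 5 in 10000 shuffles. The shuffles did not take account of the long transcripts among the lower calls of E14.5 and PND0. Of the 94 genes of E14.5, 14 are in the cholesterol synthesis list, of which 20 of 20 members were higher. The other E12.5 split, with 6 genes, sets WT replicates 1, 2 and 4 and KO replicate 1 against the rest. These are the 4 libraries with the lowest maturity scores, from -2.1 to -1.15, against -0.59 or more in the rest. They also have the highest means of the epidermis list, at 2.62 to 3.75 log2 CPM against at most 2.08, so unequal maturity and tissue other than brain follow this split alike. The E16.5 split with 510 genes sets WT replicate 1 and KO replicates 1, 2 and 3 against the rest. These are the libraries whose deviations rise with GC content, at Spearman 0.0696 to 0.282 across genes, against -0.301 to -0.00394 in the rest. They also have the highest maturity scores, at 1.91 to 2.06 against at most 1.83, and the lowest erythroid means, at 1.46 to 1.88 log2 CPM against at least 1.92. With GC offsets 7 genes passed at E16.5, 6 of them shared. The other E14.5 split, with 136 genes, sets WT replicates 1, 3 and 4 and KO replicate 4 against the rest, and the third E16.5 split had 8 genes. Neither followed exactly any of the 22 properties of the libraries examined.

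Acte1 had counts in all 16 KO libraries. Reads shared with other actin genes are argued against by the 0 counts of Acte1 over the 16 WT libraries, in which Actb alone measured 1569 to 2103 CPM by stage. Acte1 starts 18428 bp downstream of Dhcr7 on the same strand, so a flanking strain segment or the targeted allele near Dhcr7 may raise it. Apart from Acte1, calls within 10 Mb in the 4 reported comparisons were limited to Dusp8 at E14.5, and Nadsyn1 on the other side was not changed past the threshold. Mrgprf, 1452418 bp away and singled out after its values were seen, was higher in KO at each stage, with log2 fold changes of 1.32, 0.62, 0.52 and 0.53, but not past the threshold (edgeR adjusted p 0.717, 0.175, 0.341 and 0.288). The targeted allele, a strain segment and an effect of the missing enzyme cannot be told apart, because every KO library carries all of them.

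At PND0, 180 genes were lower and 70 higher in KO. Lower and higher genes numbered 527 and 394 under DESeq2, 643 and 448 without a filter on low counts and 700 and 505 in the fit of all 32 libraries. They numbered 30 and 5 without WT replicate 3, 34 and 4 without KO replicate 1, 53 and 9 without WT replicate 1 and 79 and 16 without KO replicate 2. Library size is argued against, since KO totals averaged 98.2% of WT totals with overlapping ranges. GC content bias is argued against as the whole cause, since 212 genes passed with GC offsets, 65 higher and 147 lower, 172 of them shared. Gene length bias remains a candidate explanation: the libraries of the 2 genotypes parted completely in their correlation with length, and 46 genes passed with length offsets. On simulated data with a length trend, the fit without offsets made 180 false calls and the fit with them 11. The size of that trend was chosen, equal in all KO libraries and not fitted to the observed one. The number of false calls therefore shows what such a trend can do, not what it did here. A true change of long genes would give the same pattern, so this stays open as well. The ribosomal RNA share of the libraries was 1.8% to 2.79% in WT and 1.16% to 2.09% in KO, and 2 genes passed with it as a covariate. This covariate had a correlation of -0.725 with genotype over the 8 libraries, and with it Abcg1 also lost its call (adjusted p 0.194). All 250 genes kept their direction with it, and the median ratio of the log2 fold change with to without it was 0.91 (quartiles 0.791 and 1.01). The ribosomal RNA share and genotype therefore cannot be told apart for these genes.

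Few genes passed at E12.5 although the cholesterol list moved furthest there. A larger spread between E12.5 libraries than at other stages may account for it, with a biological coefficient of variation of 19.9% against 6.25%, 9.99% and 16.6%. Embryos of unequal maturity within E12.5 stay open. With the maturity covariate 3 genes passed, as without it, but the coefficient fell to 14%. The genes with an unadjusted p under 0.05 rose from 796 to 1230. Their number also rose to 1680 with the sex-gene covariate and 1062 with the ribosomal RNA covariate, so the rise is not particular to maturity. The coefficient was 19.1% and 17.2% with these 2 covariates. Deviations of the KO libraries did follow the WT change from E12.5 to E14.5 across genes, at -0.393 for replicate 1 and 0.339, 0.292 and 0.0341 for replicates 2, 3 and 4, so maturity may add to the spread. The rRNA-rich library KO replicate 1 stays open too. Without it 4 genes passed, within the 1 to 5 of the fits that left out a library. The coefficient fell to 17.3%, 1479 genes had an unadjusted p under 0.05 and the interaction gave 797 genes. The 1479 is not particular to this library. Leaving out WT replicate 3 instead gave 1565 such genes and 5 calls, at a coefficient of 19.8%, and leaving out KO replicate 4 gave 1200. KO replicate 1 had a chi-square per degree of freedom of 110.8 to 114.7 with the other KO libraries, against 5.57 to 13.8 among them. Its deviations had a Spearman correlation of -0.511 with transcript length. Counts this small do not decide either explanation. Tissue other than brain may be a further source of spread, which the marker lists point to but do not establish. E12.5 WT replicate 1 had a mean log2 CPM of 3.53 for the muscle list and 4.46 for the cartilage and bone list. The other libraries of the stage had at most 1.97 and 3.16. Without WT replicate 1 the coefficient was 18.1% and 3 genes passed, as with it. The genes with an unadjusted p under 0.05 fell from 796 to 325, so this source stays open. Of the most abundant markers, Myh3 measured 25.1 ± 27.1 CPM in WT and 4.38 ± 3.6 CPM in KO (SD, n = 4), and Col2a1 364 ± 129 and 261 ± 35.6 CPM. The Myh3 means were 11.7 CPM without WT replicate 1 and 2.81 CPM without KO replicate 2. In WT brains of the stage 11 of the 12 muscle genes and 9 of the 11 cartilage and bone genes reached 1 CPM.

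Slc6a5, a glycine transporter gene, was the largest decrease at PND0. Less hindbrain tissue in the KO samples as dissected is a candidate explanation. The summed level of the hindbrain and spinal cord list, written beforehand, was 0.884% of WT in KO, with 0.439 to 4.71 CPM in WT and 0 to 0.0626 CPM in KO libraries (exact permutation test of the difference in means, two-sided, p 0.0286, n = 4 each). The list had 8, 8, 27 and 97 counts in the WT libraries and 0, 1, 0 and 0 in the KO libraries. Such counts are near the floor, and 0 of the 12 genes reached 1 CPM. At the other stages the ranges of the genotypes overlapped. A loss of these cells in KO brains was not tested and stays open.

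WT levels alternated over the stages. Of 4577 genes past the threshold in all 3 WT steps, 2784 changed direction at each step, against 2 of 2758 in simulated libraries with smooth change. Gm38394 is an example chosen after its values were seen, at 88.1, 1.46, 50.0 and 1.11 CPM in stage order. Libraries of E12.5 and E16.5 made or sequenced apart from E14.5 and PND0 are a candidate explanation, and the alternating contrast had a Pearson correlation of 0.929 across genes between WT and KO libraries. Reads of processed pseudogenes counted differently in the 2 pairs of stages may be part of it. Such genes made up 11.2% of alternating and 4.11% of tested genes (odds ratio 4.51, Fisher's exact p 4.21e-72), and 277 of the 311 alternating ones were higher at E12.5 and E16.5. The labels give no batch, so stage and batch cannot be told apart in the WT steps, and stage differences in the KO effect share this limit.

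Erythroid markers varied between libraries. The mean log2 CPM of the list ran from 4.29 to 6.2 at E12.5, 3.23 to 3.94 at E14.5, 1.46 to 2.72 at E16.5 and 0.11 to 2.11 at PND0. Hbb-bs measured 102 ± 13.3 CPM in WT and 437 ± 448 CPM in KO at PND0 (SD, n = 4), and 217 CPM in KO without KO replicate 3, which had the highest list mean of its stage.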
